A study of Mus musculus with 8 samples.

How the data were processed

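RNA was measured in mouse primary myotubes, the multinucleated fibres that form in culture when muscle precursor cells (myoblasts) fuse. Per the labels' protocols, the myoblasts came from limb muscle of pups aged 2 to 3 days and were switched to medium with 5% horse serum to differentiate. The myotubes were then exposed for 48 h to oncostatin M (OSM), leukaemia inhibitory factor (LIF) or interleukin 6 (IL6), each at 250 ng/ml, or left as controls, and all were harvested 72 h after differentiation. The 8 samples fall into 4 groups of 2: control, IL6, LIF and OSM. Group and replicate number were taken from the sample labels, which do not say whether the 2 replicates of a group are separate animals, litters or dishes. The spread between replicates, and the p-values built on it, are therefore not known to cover differences between animals or preparations. If the replicates are dishes of the same preparation, they cover the spread between dishes only.

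The deposited values are raw read counts per gene, 1 file per sample, and the authors did not pool replicates. Libraries were made with a stranded poly(A) RNA kit, per the labels' protocols. The layout of the deposited count files, with 5 summary lines after the genes, is that of the HTSeq counter. Its version, its strand setting, the aligner, the genome build and the annotation release are not stated. Reads assigned to no gene, to more than 1 gene or to more than 1 place in the genome are given only as totals in the summary lines. Together these made up 11.7% to 12.7% of the alignments recorded per library, and they were kept out of library sizes and tests. The summary lines for unaligned and low-quality reads hold 0 in each file.

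All 8 files list the same 53647 Ensembl gene identifiers in the same order. Of these, 52094 are in GENCODE release M21, an annotation of the GRCm38 genome, and 1553 are not, so the annotation used for counting was another one. The identifiers in M21 carry 99.8% of the counts, and 52093 identifiers were given a symbol. Because the build used for counting is unknown, no genomic coordinates are given. Exon overlap and sequence shared between genes were computed from the M21 exons and transcripts for the 28 named genes. Shared sequence is the share of 50-base stretches of a gene's longest transcript that also occur, on either strand, in a transcript of another gene. As HTSeq's strand setting is not stated, overlap on the opposite strand was counted too. Of the 28 genes, 1 overlapped another gene over more than 10% of its exon bases and 2 shared more than 10% of their 50-base stretches.

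Gene totals ran from 29482077 to 30025471 counts per library, and 21358 to 21831 genes had at least 1 count. At this depth a gene with 100 counts carries a counting error of 10% of its value. The chi-square per gene between the replicates of a group averaged 3.38 to 14.5, above the 1 that counting error alone would give, so replicates differ by more than counting error on average. For genes with few counts, counting error also limits the precision. Limits derived from counts, such as the 3 counts that an observed 0 allows, cover counting error only, because reads without molecular identifiers are not independent molecules.

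Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes with too few counts were removed with filterByExpr at its minimum count of 10, which left 15603 genes. Libraries were scaled by the trimmed mean of M values (TMM), a quasi-likelihood model with a mean for each of the 4 groups was fitted robustly to all 8 libraries (4 residual degrees of freedom), and 6 contrasts were tested with the quasi-likelihood F test. P-values were adjusted by the method of Benjamini and Hochberg within each contrast, and a gene was called at an adjusted p under 0.05. Fold changes are log2 values. The standard error (SE) given is the absolute log2 change divided by the square root of its F statistic, not one estimated for the coefficient itself. Levels are TMM-scaled counts relative to library size (CPM), given as mean ± SD of 2 libraries. With 2 libraries per group, an SD is a rough measure and each contrast borrows its spread from all 4 groups.

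The 4 gene lists of the report were written from general knowledge: atrophy genes, JAK-STAT3 targets, contractile and sarcomere genes, and myogenic regulators. A further list of receptor subunits and ligands was read gene by gene. Another 5 lists (interferon-response genes, proliferation genes, and markers of fibroblasts, macrophages and endothelial cells) serve the closing section. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 between genes, on log2 CPM with a prior count of 2, and the log2 change given for a list is the median over its tested members. P-values were adjusted over the 20 tests of the 4 report lists in 5 contrasts, and separately over the closing lists.

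The genes named in the text follow a rule. For each cytokine against control these are the 5 largest log2 rises and the 5 largest falls, and for OSM against LIF and OSM against IL6 the 3 largest each way. They were taken among called protein-coding genes with a symbol that is not a Gm or Rik name, a mean of at least 100 counts, and both libraries of one group beyond both of the other. The receptor list and Trim63, Fbxo32, Eda2r, Socs3, Myog and Myh4 were added whatever their values. Sample groups, tests, lists, the naming rule and the alternatives were fixed before the data were examined. A gene named outside the rule was chosen after its values were seen, except as a member of a list.

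Comparisons against control share the control libraries, so their fold changes correlate without any effect. Correlations between cytokines were therefore set beside 100 simulated data sets of unchanged groups, drawn from the control means with the fitted dispersions and with noise independent between genes. Correlations with a different control library for each cytokine were computed on log2 CPM of the 12332 genes with a mean of at least 50 counts.

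The scripts were tested on simulated counts for 15353 genes in which 200 were changed. The changed genes had a mean of at least 50 counts and changed at least 2-fold. The main test recovered 97.0% of them, and the slope of fitted on true log2 change was 1.01. Recovery of smaller changes was not tested, though genes called for OSM against control had a median absolute log2 change of 0.493. Of its calls 9.77% were unchanged genes, above the nominal 5%, and it made 2 calls in a group with no changed gene. In the list test, 2.5% of 200 unchanged lists had p under 0.05. The simulated noise was independent between genes, so that share does not test the effect of correlation between genes on the list calls.

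The alternatives were other scalings (DESeq2 size factors, upper quartile, library size only), no filter on low counts or a mean of at least 50 counts, DESeq2 1.42.0, limma-voom, the older quasi-likelihood method of edgeR, only the 2 groups compared, the replicate number as a block, removal of genes over 1% of counts, removal of GC content and length trends, stricter thresholds, other list tests, a prior count of 0.5 for lists, log2 ratios of mean CPM plus 1 for named genes, a different control library for each cytokine, and leaving out each library in turn. GC content and length were known for 99.8% of the tested genes. Where leaving out a library left a compared group with 1 library, only the value is given, without a test. Other divisions of the samples and tests for outlying samples were not run, since groups of 2 are too small.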

Results

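The deposited data are gene-level RNA-seq counts from mouse primary myotubes, fibres formed in culture from wild-type muscle precursor cells. OSM, LIF and IL6 are related cytokines that signal through the shared receptor subunit gp130, the product of Il6st. The series concerns OSM signalling in the muscle wasting that accompanies cancer, and its design asks what each cytokine does to the myotube transcriptome at the same dose and time. There were 2 libraries in each of the 4 groups. Total counts per library were close together, from 29482077 to 30025471 counts, and the gene with the most counts, H19, took 2.45% to 2.80% of each library.

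Replicates were compared before groups. Pearson correlations of log2 CPM between the 2 libraries of a group were 0.992 to 0.995, against 0.980 to 0.995 between libraries of different groups, so the highest correlation between groups was as high as those within them. The SD between replicates, over all tested genes on the log2 scale, was 0.24 for control, 0.26 for IL6, 0.21 for LIF and 0.21 for OSM. No 2 libraries of a group matched within sampling noise, since the chi-square per gene between replicates was 3.38 in the closest pair, LIF. The fitted biological coefficient of variation over all groups was 6.42%. The first principal component held 47.6% of the variance. Along it the control libraries lay at −26.7 and −26.4, the IL6 libraries at −13.5 and −18.9, the LIF libraries at 3.76 and 7.17, and the OSM libraries at 39.1 and 35.5. The second held 12.9%, and replicates 1 and 2 lay on it at 11.03 and −5.32 for control, 21.96 and −8.10 for IL6, −16.1 and −15.7 for LIF, and 9.91 and 2.30 for OSM, so replicate 1 was the higher in 3 of the 4 groups.

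The first comparison asks which transcripts OSM changed. Of 15603 genes tested, 3305 differed between OSM and control, 1669 higher and 1636 lower, and 761 of them changed at least 2-fold, 339 up and 422 down. The 2-fold requirement was the alternative that moved this count most. The median log2 change over all tested genes was −0.00269. The largest rise was in Serpinb2 (ENSMUSG00000062345), from 1.05 ± 0.16 CPM in control to 57.4 ± 11.5 CPM with OSM (SD, n = 2), a log2 change of 5.76 (SE 0.24, adjusted p 4.34e-08). Among the alternatives, the log2 ratio of mean CPM plus 1 moved it most, to 4.83. In M21, 12.4% of the exon bases of Serpinb2 overlap Serpinb10 on the same strand. Serpina3n (ENSMUSG00000021091) rose from 1.08 ± 0.511 to 56.2 ± 3.59 CPM, by 5.69 (SE 0.23, adjusted p 3.49e-08), and shares 6.90% of its 50-base stretches with other genes. Wt1 (ENSMUSG00000016458) rose by 4.24 (SE 0.19), Prl2c3 (ENSMUSG00000056457) by 3.67 (SE 0.38) and Rtn4rl2 (ENSMUSG00000050896) by 3.64 (SE 0.15). Prl2c3 shares 78.6% of its 50-base stretches with relatives such as Prl2c2 and Prl2c5, so its counts cannot be assigned to this gene with certainty.

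The largest fall with OSM was in Cacna1g (ENSMUSG00000020866), which encodes a T-type calcium channel subunit. It went from 24.2 ± 1.47 CPM to 1.78 ± 0.239 CPM, a log2 change of −3.76 (SE 0.17, adjusted p 1.47e-08). Ces2g (ENSMUSG00000031877) changed by −3.02 (SE 0.28), Pif1 (ENSMUSG00000041064) by −2.68 (SE 0.24), Dmp1 (ENSMUSG00000029307) by −2.65 (SE 0.23) and Polq (ENSMUSG00000034206) by −2.49 (SE 0.17). Ces2g shares 4.02% of its 50-base stretches with other genes, mainly carboxylesterase relatives. Each of these 10 genes kept its direction and its call under each alternative that tested it.

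**Figure D1:**
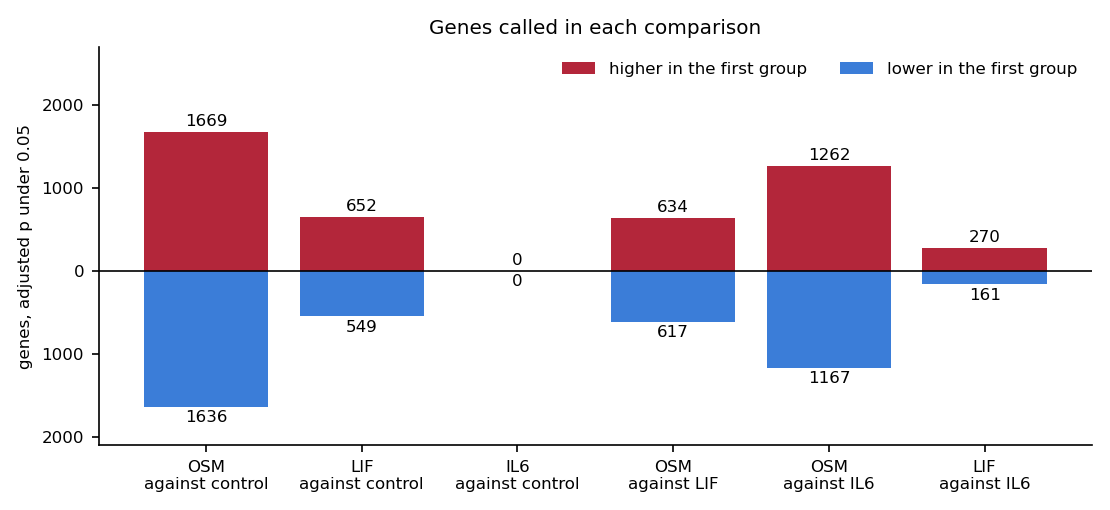
Bars give the number of genes called in each of the 6 comparisons (adjusted p under 0.05, 15603 genes tested), upward for genes higher in the first group named and downward for genes lower in it. OSM against control has the most calls, 1669 and 1636, and IL6 against control has 0.

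The second comparison asks the same of LIF. Here 1201 genes differed from control, 652 higher and 549 lower, and 180 changed at least 2-fold. Serpina3n rose to 17.6 ± 1.59 CPM, a log2 change of 4.01 (SE 0.27, adjusted p 1.1e-05). Rsad2 (ENSMUSG00000020641) rose from 8.79 ± 0.826 to 70.2 ± 3.74 CPM, by 3.00 (SE 0.13, adjusted p 4.99e-08), and Ifit1 (ENSMUSG00000034459) from 9.48 ± 0.407 to 69.4 ± 2.76 CPM, by 2.87 (SE 0.12, adjusted p 4.99e-08). Ifit1 shares 7.13% of its 50-base stretches with 2 related genes. Wt1 rose by 2.86 (SE 0.23) and Rtn4rl2 by 2.38 (SE 0.16). Car3 (ENSMUSG00000027559), a carbonic anhydrase gene, had the largest fall, from 21.9 ± 4.37 to 4.50 ± 0.984 CPM, a log2 change of −2.28 (SE 0.17, adjusted p 6.3e-06). Dmp1 changed by −1.72 (SE 0.20), Cacna1g by −1.49 (SE 0.13), Pbp2 (ENSMUSG00000047104) by −1.46 (SE 0.20) and Aldh3a1 (ENSMUSG00000019102) by −1.42 (SE 0.24).

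The third comparison, IL6 against control, gave 0 called genes. The lowest adjusted p was 0.106. At an unadjusted p under 0.05 there were 809 genes, where 780 would be expected by chance, so no change was detectable gene by gene at this number of libraries with this test. With the DESeq2 Wald test 19 genes were called. With the replicate number as a block 9 of these were called, though the labels do not say that the numbers pair the libraries. The 19 include Lox, Il13ra1, Cp and Car3, chosen here after their values were seen, whose fitted log2 changes with IL6 were 0.70, 0.47, 0.62 and −0.90. All 19 were also called, with the same sign, for both OSM and LIF in the main test.

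Whether the cytokines differed from one another was tested directly. OSM and LIF differed at 1251 genes, of which 634 were higher with OSM and 617 lower. Serpinb2 was higher with OSM by 4.04 (SE 0.20, adjusted p 1.81e-06), Prl2c3 by 2.12 (SE 0.31, adjusted p 0.00544) and Ccbe1 (ENSMUSG00000046318) by 1.96 (SE 0.15, adjusted p 8.31e-06). The call of Prl2c3 was lost without a filter on low counts (adjusted p 0.0628) and with only the 2 groups in the fit (adjusted p 0.152), within a range of 0.000222 to 0.152 over its alternatives. Cacna1g was lower with OSM than with LIF by −2.27 on the log2 scale (SE 0.20), Ces2g by −2.21 (SE 0.31) and Pif1 by −1.97 (SE 0.26). OSM and IL6 differed at 2429 genes, 1262 higher with OSM and 1167 lower, with the largest rises in Serpina3n (5.45, SE 0.23), Serpinb2 (5.14, SE 0.22) and Rtn4rl2 (3.204, SE 0.14) and the largest falls in Cacna1g (−3.21, SE 0.18), Ces2g (−2.74, SE 0.29) and Polq (−2.40, SE 0.18). LIF and IL6 differed at 431 genes, 270 higher with LIF and 161 lower. Leaving out OSM replicate 1, which is in neither of these groups but enters the shared spread, lowered that count to 237.

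The overlap of the OSM and LIF responses was counted next. Of the LIF calls, 77.8% were also called with OSM. The 934 genes called with both changed in the same direction in 926 cases and in opposite directions in 8. Of the 934, 370 also differed between the cytokines in the direct test, with the larger change under OSM for 340 and under LIF for 30. Across all tested genes the log2 changes of OSM and LIF had a Pearson r of 0.723 and a Spearman rho of 0.677. These are correlations across genes, which are not independent replicates, and both cytokines are set against the same controls. Simulated unchanged groups gave a median r of 0.503 and at most 0.541, with at most 1 gene called in common. With a different control library for each cytokine, on the 12332 genes with a mean of at least 50 counts, r was 0.609 and 0.600 in the 2 possible assignments, where simulation gave at most 0.036. With both controls, r on these genes was 0.767. For OSM and IL6 r was 0.498, and 61 of the 100 simulations gave as large an r. The rho of 0.476 lay just above the simulated highest of 0.473. On the genes with a mean of at least 50 counts r was 0.519, reached by 3 of the 100. For LIF and IL6 r was 0.550, reached by 1 of the 100, and rho was 0.510, where simulation gave at most 0.471. With a different control library for each cytokine r was 0.239 and 0.276 for OSM and IL6, where simulation gave at most 0.035. For LIF and IL6 it was 0.192 and 0.248, where simulation gave at most 0.027. The values with shared controls, 0.498 and 0.550, were 0.312 and 0.416 without IL6 replicate 1 and 0.404 and 0.428 without IL6 replicate 2.

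**Figure D2:**
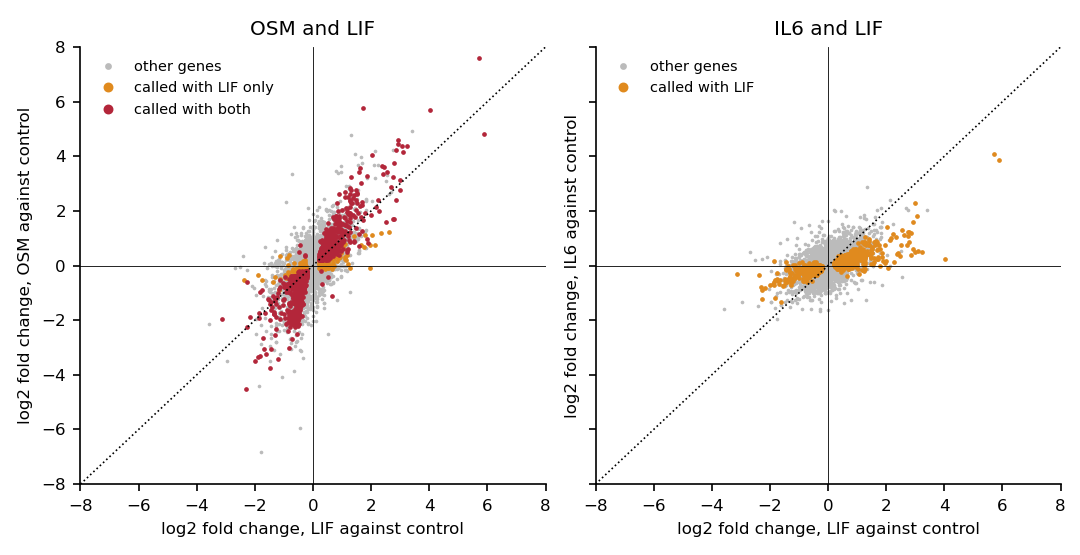
Each point is a tested gene; the horizontal axis is the fitted log2 fold change of LIF against control and the vertical axis that of OSM (left) or IL6 (right) against control, with the dotted line marking equal change. Genes called with both LIF and OSM number 934 and genes called with IL6 0; the control libraries are shared by both axes, and the 2 genes near 6 on the horizontal axis have 0 or 1 counts in each control library, so their fitted changes are not bounds.

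Levels of the receptor subunits and ligands show which parts of the pathway were transcribed in the cultures. Bulk counts do not assign them to myotubes or to other cells. Il6st had 567.4 ± 64.6 CPM in control, Lifr (ENSMUSG00000054263) 92.96 ± 14.6, Osmr (ENSMUSG00000022146) 66.6 ± 2.22 and Il6ra (ENSMUSG00000027947), the IL6-binding subunit, 5.16 ± 0.127, so the last was the least abundant subunit. Il6ra rose with OSM by 1.01 (SE 0.14, adjusted p 0.000156) to 10.4 ± 0.721 CPM and with LIF by 0.61 (SE 0.14, adjusted p 0.0193). Osmr rose with OSM by 0.61 (SE 0.082, adjusted p 0.000147) and with LIF by 0.67 (SE 0.082, adjusted p 0.000321). Lifr rose with OSM by 0.45 (SE 0.093, adjusted p 0.00417), while its rise with LIF of 0.27 did not pass (adjusted p 0.111, and 0.0112 with a replicate block). Between OSM and LIF the adjusted p was 0.0787 for Il6ra, 0.733 for Osmr and 0.299 for Lifr. In a fit of these 2 groups alone it was 0.0191 for Il6ra and 0.0183 for Lifr, so whether they differ depends on the fit. Il6st (ENSMUSG00000021756) changed by −0.21 with OSM (SE 0.073, adjusted p 0.0643), a value on either side of the threshold across the alternatives (adjusted p 0.0395 to 0.115), and between OSM and LIF it differed in the 2-group fit (adjusted p 0.00677) but not in the fit of all groups (adjusted p 0.195). With IL6, no subunit was called. Lif (ENSMUSG00000034394) had 227 to 394 counts and Il6 (ENSMUSG00000025746) 30 to 47 counts over the 8 libraries, and neither was called with any cytokine. Osm had 1 count in 1 control library and 0 in the others and was not tested. A count of 0 still allows up to 3 counts per library. Of the 6 genes tested, 3 were called with OSM, 2 with LIF and 0 with IL6, and adjusted over the list alone the numbers were 4, 3 and 1.

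Muscle wasting is commonly followed through genes of protein breakdown. The ubiquitin ligase gene Fbxo32 (ENSMUSG00000022358), which encodes atrogin-1, rose with OSM from 59.0 ± 5.29 to 133.1 ± 5.57 CPM, by 1.17 (SE 0.071, adjusted p 1.22e-07). With LIF it rose by 0.44 (SE 0.072, adjusted p 0.00261), and OSM exceeded LIF by 0.74 (SE 0.070, adjusted p 2.94e-05). With IL6 its change was 0.097 (adjusted p 0.940). Trim63 (ENSMUSG00000028834), which encodes MuRF1, was not called with OSM (−0.16, SE 0.14, adjusted p 0.497), LIF (−0.064, adjusted p 0.864) or IL6 (−0.22, adjusted p 0.937). Eda2r (ENSMUSG00000034457), at 244.9 ± 15.6 CPM in control, changed by −0.022 with OSM (SE 0.069, adjusted p 0.857), 0.067 with LIF and 0.011 with IL6, each less than its SE. Over the 22 atrophy genes, the median log2 change with OSM was −0.001 with 11 members higher and 11 lower, and the list did not pass (adjusted p 0.0982). It passed without a filter on low counts (adjusted p 0.0478), with the DESeq2 Wald test (0.00407) and with fry (0.0329), within a range of 0.00407 to 0.719 over its alternatives. Single members went both ways, since 7 were called higher and 2 lower, and adjusted over the list alone 10 passed. Among them the metallothionein genes Mt2 and Mt1 rose by 2.33 (SE 0.16) and 1.87 (SE 0.15) and Ctsl by 0.52 (SE 0.064), and Gadd45a changed by −0.32 (SE 0.062). Without control replicate 2 the OSM median was 0.10. With LIF the list median was 0.045 (adjusted p 0.0624; 3 members called, and 3 adjusted over the list alone) and with IL6 −0.009 (adjusted p 1; 0 called, and 2 adjusted over the list alone, Mt1 and Mt2). Between OSM and LIF the median was 0.039 (adjusted p 0.226; 5 called, 6 adjusted over the list alone). Between OSM and IL6 it was 0.090 (adjusted p 0.0377; 8 called, 10 adjusted over the list alone), which became −0.023 without IL6 replicate 1 and 0.20 without IL6 replicate 2.

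The JAK-STAT3 target list measures the signal these cytokines are known to send. Its feedback inhibitor gene Socs3 (ENSMUSG00000053113) rose from 42.9 ± 1.84 CPM to 110.4 ± 0.412 with OSM, by 1.37 (SE 0.064, adjusted p 1.81e-08), and to 118.5 ± 1.56 with LIF, by 1.47 (SE 0.064, adjusted p 4.99e-08). The 2 did not differ (−0.10, SE 0.061, adjusted p 0.395). With IL6, Socs3 was at 51.95 ± 1.94 CPM, a change of 0.28 (SE 0.066) that did not pass (unadjusted p 0.00102, adjusted p 0.611). Of 20 genes listed 19 were tested. The list median was 0.29 with OSM (adjusted p 0.00114, 14 of 19 higher), 0.32 with LIF (adjusted p 3.66e-06, 13 of 19 higher) and 0.083 with IL6 (adjusted p 0.0690, 12 of 19 higher). Members called numbered 10 with OSM, 10 with LIF and 0 with IL6, and adjusted over the list alone 12, 11 and 1. Besides Socs3 and Serpina3n, Timp1 rose with OSM by 1.81 (SE 0.074) and Il4ra by 1.78 (SE 0.083). Whether OSM and LIF differ for the list depends on the test. Camera called no difference (median −0.043, adjusted p 1; 4 called, 5 adjusted over the list alone), while fry did (adjusted p 0.0452). Between OSM and IL6 the list differed with camera (median 0.34, adjusted p 0.00114; 9 called, 13 adjusted over the list alone). The OSM median was 0.50 without control replicate 2, where 0.279 was the lowest of the leave-one-out values.

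**Figure D3:**
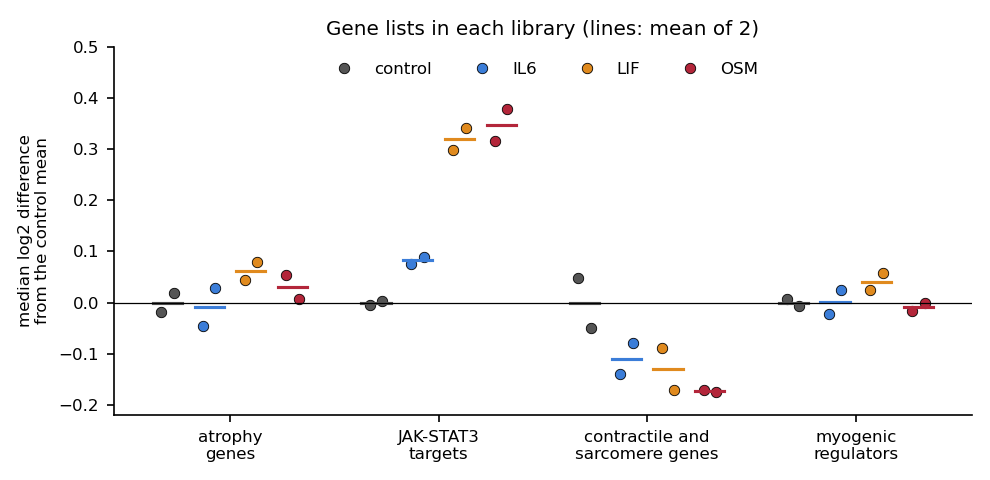
Points give, for each library, the median over the members of a list of log2 CPM minus the mean of the control libraries, and short lines the mean of the 2 libraries of a group. For the JAK-STAT3 targets the LIF libraries lie at 0.298 and 0.342, the OSM libraries at 0.316 and 0.378 and the IL6 libraries at 0.076 and 0.090, while the atrophy genes and myogenic regulators stay within 0.1 of control.

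Contractile genes were compared because wasting muscle loses its sarcomeres. The median over 30 contractile and sarcomere genes was −0.18 with OSM (adjusted p 0.0120, 23 of 30 lower), −0.13 with LIF (adjusted p 0.0543, 22 lower) and −0.13 with IL6 (adjusted p 1.48e-06, 27 lower). With OSM 12 members were called, 2 higher and 10 lower, with LIF 8 and with IL6 0. Adjusted over the list alone these numbers were 17, 14 and 0. Differences between the cytokines were not called for this list in the main test. The median was −0.064 for OSM against LIF (unadjusted p 0.0551, which did not pass after adjustment; 4 called, 4 adjusted over the list alone). This contrast passed with the DESeq2 Wald test (adjusted p 0.0321) and with GC and length correction (0.0389). For OSM against IL6 the median was −0.034 (adjusted p 0.939; 3 called, 2 adjusted over the list alone). Myh4 (ENSMUSG00000057003), a fast myosin heavy chain gene that shares 18.9% of its 50-base stretches with other myosin genes, was at 35.9 ± 9.46 CPM in control and changed by 0.081 with OSM (adjusted p 0.744), 0.083 with LIF (adjusted p 0.813) and 0.005 with IL6 (adjusted p 0.999). Its 2 control libraries differed enough, 850 and 1267 counts, that the sign of each of these changes turned with the control left out. The differentiation factor gene Myog (ENSMUSG00000026459) changed by −0.53 with OSM (SE 0.086, adjusted p 0.000749), −0.43 with LIF (SE 0.086, adjusted p 0.00852) and −0.098 with IL6 (adjusted p 0.943). The 12 myogenic regulators did not move as a list, with medians of −0.009 for OSM, 0.018 for LIF, −0.026 for IL6, −0.011 for OSM against LIF and 0.007 for OSM against IL6, each with an adjusted p of 1. Members called numbered 6, 4, 0, 1 and 7 in these contrasts, and adjusted over the list alone 7, 4, 0, 2 and 8. They went both ways, with 3 called higher and 3 lower for OSM, and 1 higher and 3 lower for LIF. For OSM against IL6, 3 were called higher and 4 lower. Medians near 0 therefore do not show that the myogenic regulators were unchanged.

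The preset correlation of the list test matters for these calls. Of the 20 list tests, 6 passed with it. Under the rotation test fry 4 of the 6 passed, namely the JAK-STAT3 targets with OSM, with LIF and for OSM against IL6, and the atrophy genes for OSM against IL6. The falls of the contractile list with OSM and with IL6 did not (fry adjusted p 0.110 and 0.145). Of all 20 tests 7 passed with fry. Those not called with the preset correlation were the atrophy genes with OSM (fry adjusted p 0.0329) and the JAK-STAT3 targets with IL6 (0.00455) and for OSM against LIF (0.0452). With a correlation estimated from the data, 0 of the 20 tests passed.

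**Figure D4:**
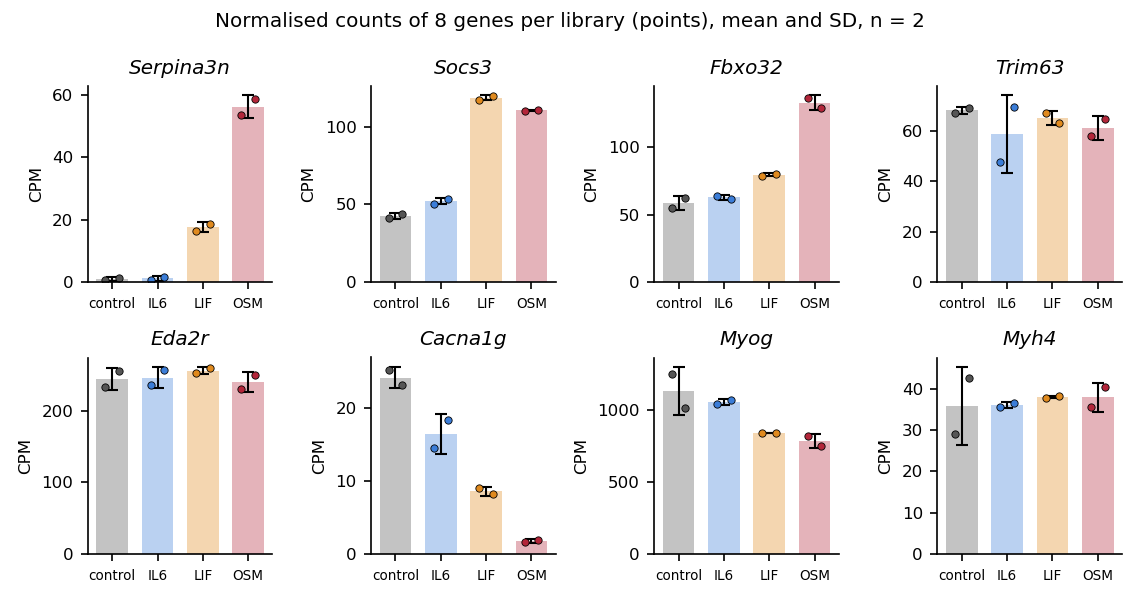
Bars show mean TMM-scaled counts relative to library size (CPM) of 8 genes in each group, points the 2 libraries and error bars the SD, on linear axes from 0. Fbxo32 and Serpina3n are highest with OSM, Socs3 is about level between LIF and OSM, Cacna1g steps down from control to OSM, and Trim63, Eda2r and Myh4 show no called change.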

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

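The tests below were chosen after the values were seen. Reads that could be assigned to more than 1 gene are outside the gene counts, and their share of alignments was higher in both OSM libraries (0.987% in the lower) and both LIF libraries (0.990% and 0.998%) than in either control library (0.946% and 0.986%). The IL6 libraries, at 0.947% and 0.983%, were not above both. In all, 3 read classes were compared in 3 cytokine groups. Of these 9 comparisons, 2 lay above both controls and 4 below both, where chance gives 16.7% in each direction. The 4 lower ones were the reads assigned to no gene and the reads with more than 1 place in the genome, with OSM and with LIF.

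The excess of ambiguous reads is small. The lower library of a group exceeded the higher control by at most 0.004 percentage points. A rise of a few genes with overlapping neighbours is 1 explanation, but gene counts do not show which genes lost reads as ambiguous, so this and a chance difference between libraries cannot be told apart. Both LIF totals (30025471 and 29831465 counts) lay above those of the other 6 libraries, so depth is not separated from the excess in LIF. The OSM totals, 29482077 and 29728259, lay on either side of the control totals, 29569266 and 29637139. A difference between library batches was not tested, as the labels give none. A biological cause, through the genes these cytokines raise, stays open and was not tested.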

How the results depend on the processing

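The alternatives were set before the results were seen, and none was added afterwards. Each result was recomputed under them, which gave 2481 values. Of these 2299 were kept, 13 lost a call, 27 gained one, 21 changed sign and 121 moved further. A tested value was kept if its direction and its side of the threshold stayed. A value without a test was kept if it moved by less than the spread between replicates. A count of genes was kept within a fixed ratio of the main count, as were 2714 and 4056 for OSM against control. The list tests used log2 CPM, so limma-voom and the older quasi-likelihood method could not change their p-values. The rises and falls of the genes named by rule kept their sign under all alternatives, and their calls in all but the 2 fits given for Prl2c3 in the OSM and LIF comparison. No scaling moved the median of all genes by more than 0.05, or the share of higher among called genes by over 10 percentage points.

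Stricter thresholds lower counts by construction. At an adjusted p under 0.01, 1875 genes were called for OSM, 552 for LIF, 656 for OSM against LIF, 1331 for OSM against IL6 and 127 for LIF against IL6. With at least a 2-fold change the counts were 761, 180, 290, 553 and 67. Of the receptor genes, 1 was left for LIF at the stricter p, and 1 for OSM and 0 for LIF at 2-fold.

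The zero for IL6 changed under 2 alternatives, with 19 calls in the DESeq2 Wald test and 9 with a replicate block, all 9 among the 19. Each of the 19 and of the 9 was also called with the same sign for OSM and for LIF, against the same control libraries. Under the other alternatives that test it, the count stayed 0. The replicate block also raised LIF against IL6 from 431 to 832 genes, 430 of them shared. The labels do not say that the numbers pair the libraries. Deviations from group means of libraries with the same number correlated across genes at 0.010 to 0.305 over the 6 pairs of groups, above 0.1 in 4 of 6, and replicate 1 lay above replicate 2 on the second principal component in 3 of 4 groups, so pairing is not established and the block changes counts without a known meaning. The block with GC correction was therefore not run. The cause of the DESeq2 difference was not tested.

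With only the 2 groups compared, OSM against LIF rose from 1251 to 2903 genes, 1249 of them shared. The coefficient of variation fitted to these 4 libraries was 3.78%, against 6.42% in all 8 and 8.45% for control with IL6, so the spread borrowed from control and IL6 lowered this count. LIF against IL6 ran from 237 to 615 over fits that left out a control or OSM library.

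List results near 0 changed sign. The atrophy median for OSM (main −0.001) was 0.001 with DESeq2 size factors, the DESeq2 Wald test and limma-voom, 0.002 with library size only, 0.006 without a filter, 0.004 at a mean of 50 counts, 0 with the block and 0.035 with GC and length correction. The list passed in 2 of these, without a filter (adjusted p 0.0478) and with the DESeq2 Wald test (0.00407). For IL6 it was 0.012 with library size only. The myogenic median for OSM against IL6 was −0.019 with upper quartile, −0.011 with library size only and −0.012 with GC and length correction. Single genes near 0 did the same, as Eda2r with GC and length correction (0.006 for OSM, −0.029 for IL6) and Myh4 for OSM against LIF (0.003 without a filter, 0.002 at a mean of 50 counts, −0.095 to 0.092 leaving out libraries). The cause was not tested.

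Other list calls depend on the test. With an estimated correlation between genes, calls were lost for JAK-STAT3 targets with OSM (0.29, adjusted p 0.107), LIF (0.32, 0.105) and OSM against IL6 (0.34, 0.107), contractile genes with OSM (−0.18, 0.761) and IL6 (−0.13, 0.491) and atrophy genes for OSM against IL6 (0.090, 0.632); 0 of the 20 tests passed. Fry lost the contractile calls with OSM (−0.178) and IL6 (−0.126), and gained atrophy genes with OSM (−0.001, 0.0329) and JAK-STAT3 targets with IL6 (0.083, 0.00455) and for OSM against LIF (−0.043, 0.0452). The atrophy call for OSM against IL6 was lost with the block (0.096, adjusted p 0.0536) with the 2 groups alone (0.089, 0.0763) and without control replicate 1, a library in neither group (0.091, 0.0647). Calls were gained for atrophy genes with LIF without a filter (0.046) and with DESeq2 (0.047), for JAK-STAT3 targets with IL6 with DESeq2 (0.081) and GC and length correction (0.096), and for contractile genes in OSM against LIF with DESeq2 (−0.063) and GC and length correction (−0.071). For contractile genes with LIF they were gained with upper quartile (−0.135), library size only (−0.129), no filter (−0.129), a mean of 50 counts (−0.130) and DESeq2 (−0.129), and without IL6 replicate 1 (−0.127, adjusted p 0.0328) or IL6 replicate 2 (−0.130, 0.0288). The cause of these was not tested.

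Leaving out each library in turn moved list medians over these ranges. Atrophy genes ran from 0 to 0.10 with OSM, 0.031 to 0.10 with LIF and −0.046 to 0.059 with IL6 (each highest without control replicate 2), 0.012 to 0.056 for OSM against LIF and −0.023 to 0.20 for OSM against IL6. JAK-STAT3 targets ran from 0.279 to 0.495 with OSM and 0.299 to 0.387 with LIF (both highest without control replicate 2), −0.075 without LIF replicate 2 to −0.020 without OSM replicate 2 for OSM against LIF, and 0.307 to 0.402 for OSM against IL6. Contractile genes ran from −0.172 without control replicate 2 to −0.088 without LIF replicate 2 with LIF, from −0.162 without control replicate 2 to −0.078 without control replicate 1 with IL6, from −0.109 without LIF replicate 2 to −0.018 without LIF replicate 1 for OSM against LIF, and from −0.086 without IL6 replicate 1 to 0.032 without IL6 replicate 2 for OSM against IL6. Myogenic regulators ran from −0.083 to 0.018 with OSM, 0.019 to 0.057 with LIF, −0.032 to 0.023 with IL6, −0.036 to 0.010 for OSM against LIF and −0.051 to 0.023 for OSM against IL6.

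Correlations between cytokines depend on the control libraries; those with no shared control are on the genes with a mean of at least 50 counts. For OSM and LIF, r was 0.609 and 0.600 with no shared control, 0.525 without a filter, 0.768 at a mean of 50 counts and 0.584 to 0.771 leaving out a library. For OSM and IL6 it was 0.239 and 0.276 with no shared control and 0.312 to 0.623 leaving out a library. For LIF and IL6 it was 0.192 and 0.248 with no shared control, 0.495 without a filter, 0.589 at a mean of 50 counts and 0.416 to 0.706 leaving out a library. The lowest values with IL6 came without an IL6 library (0.312 and 0.416 without replicate 1, 0.404 and 0.428 without replicate 2), and the highest without control replicate 2. Calls shared with IL6 were 19 with DESeq2 and 9 with the block, for OSM and for LIF. The mean replicate SD on the log2 scale, 0.23, was 0.335 without a filter, 0.134 at a mean of 50 counts and 0.238 to 0.259 leaving out a library. It falls as low counts are removed, so counting error limits the genes with few counts.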

Other observations

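Of the tests below, those of the shared controls, IL6 replicate 1, the weaker response and GC content were set before their results were seen, except that the reading of the test of IL6 replicate 1 was made stricter afterwards, and the rest were chosen after the results were seen. Each pattern was found and tested on the same libraries.

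Though IL6 gave 0 called genes, its fold changes ran parallel to those of LIF. The shared control libraries alone do not account for this. With a different control library for each cytokine, r across 12332 genes with a mean of at least 50 counts was 0.192 and 0.248, where 100 simulations without effect gave at most 0.027. Among the 500 genes with the largest LIF change, 70.6% and 70.4% moved the same way with IL6 against the other control (simulated, at most 56.0%), and the slope of IL6 on LIF was 0.146 and 0.197. These values are consistent with a weaker form of the same response. The simulations assume noise independent between genes, while deviations of real libraries correlate at up to 0.305, so 1 library at a time was tried as well. In the 8 pairings of a single LIF and a single IL6 library with different controls r was above 0 each time, from 0.034 to 0.344, which argues against deviations of single libraries as the whole source. The lowest of these is close to the 0.027 of the simulations. Where the IL6 library and its control had the same replicate number r was 0.217 to 0.344, and where the numbers differed 0.034 to 0.144, a division noticed after the values were seen. Whether the parallel rests on IL6 replicate 1 cannot be told apart from this dependence on the control. Without IL6 replicate 1, r was 0.227 with control replicate 2 for IL6 and 0.091 with control replicate 1, at a Spearman rho of 0.188 and 0.003. Without IL6 replicate 2, r was 0.127 with control replicate 2 and 0.307 with control replicate 1, at a rho of 0.067 and 0.267. The lower value went with the control of the other number in both cases, and 1 remaining IL6 library decides neither. A handling difference between the control dishes and all treated dishes was not tested and the design does not separate it from treatment.

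Proliferation genes fell together with OSM. All 18 listed genes were called lower, with a median log2 change of −1.75 (camera adjusted p 4.12e-19; fry 0.000673; estimated correlation 0.375). With LIF 15 of 18 were called lower, at a median of −0.50 (adjusted p 1.06e-11; fry 0.0311; estimated correlation 0.375), and OSM was below LIF by a median of −1.18 with all 18 called. With IL6 the median was −0.13 (adjusted p 0.0063; −0.012 without control replicate 2) and 0 of 18 were called, and the list passed neither with fry (0.455) nor with an estimated correlation (0.540). Adjusted over the list alone the counts were 18, 17 and 0. Leaving out any 1 library kept the OSM median between −1.82 and −1.63. Pif1 and Polq, among the largest falls with OSM, are DNA replication and repair genes outside the list. GC content and length do not explain the fall, since it was −1.73 with their trends removed. Fewer undifferentiated myoblasts would lower their markers, but Pax7 and Myf5 rose with OSM by 0.39 (SE 0.067) and 0.82 (SE 0.24), a mean of 0.607. Myf5 had only 39 to 93 counts. The rise argues against a loss of the cells with these transcripts as a whole, but the 2 markers do not show which cells cycle. A loss of cycling myoblasts alone is therefore not excluded. A loss of fibroblasts at unchanged transcription per cell would lower all fibroblast markers alike. Of the 10 tested, 3 were called higher with OSM (Col3a1, Pdgfra and Fbln2) and 3 lower (Postn, Fbln1 and Col6a3). A loss together with changed transcription per cell is not excluded. Lum, Thy1, Dpt and Tcf21 had 0 to 3 counts and were not tested. The median of the fibroblast list was −0.016 (camera adjusted p 0.741) for OSM, −0.055 (0.626) for LIF and −0.13 (0.0951) for IL6. The IL6 list passed without a filter (adjusted p 0.0461), with DESeq2 (0.0170) and with the replicate block (0.0457). These medians were 0.27, 0.22 and 0 without control replicate 2, and −0.27 for OSM without control replicate 1 and −0.33 for IL6 without IL6 replicate 2. A hypothesis that stays open is that cycling cells that remain in the cultures may divide less under OSM. A loss of cycling cells is another. Bulk counts do not tell these apart.

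Ifit1 and Rsad2 rose with LIF and with OSM (2.38 and 2.77 for OSM), though the labels name no interferon treatment. A rise of the interferon-response list as a set is not what OSM shows against control. Of 16 members tested 6 were called higher and 3 lower (adjusted p 0.576, median −0.31; 0.31 on the genes with a mean of at least 50 counts and 0.079 without control replicate 1). Its list call for OSM depends on the test, since it passed with the DESeq2 Wald test (median −0.31, adjusted p 0.00674) and not with fry (0.112). The 3 were Ifi44 (−2.70, SE 0.76), Tap1 (−0.70, SE 0.16) and Bst2 (−0.83, SE 0.19). Control replicate 1 had higher levels of the list than control replicate 2, with library medians of 0.34 and −0.34 around the control mean, and the falls could come from that library alone. Without it their median was −0.756, and the single values were −1.43 for Ifi44, −0.76 for Tap1 and −0.54 for Bst2, so it is not the whole source, though the fall of Ifi44 was close to halved. With LIF 5 members were called higher and 0 lower, and the list passed with the preset correlation (adjusted p 0.0087) and with fry (0.0434) but not with an estimated one (adjusted p 0.510). The condition written for the test, a list called higher with 0 members called lower, was thus met with the preset correlation. As the median was 0.082 with 9 members higher and 7 lower, 0.46 without control replicate 1 and −0.11 without control replicate 2, a rise of the set and a rise of a few members cannot be told apart for LIF. In direct tests the list was lower with OSM than with LIF (median −0.31, 15 of 16 lower, 2 called, camera adjusted p 0.00539). OSM against IL6 had 6 members called higher and 0 lower (median 0.25, camera adjusted p 0.0616). These 2 contrasts do not use the control levels, and they leave open whether the set rose with LIF. For IL6 against control the median was −0.28 (adjusted p 0.0718; 0.025 without control replicate 1 and −0.48 without control replicate 2). There the list passed with library size only (0.0300) and with DESeq2 (0.0247).

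Of 14 macrophage markers only 4 had enough counts to test, and these rose, with medians of 0.81 for OSM (adjusted p 0.0244), 0.72 for LIF (0.0200) and 0.47 for IL6 (0.0087). The IL6 median was 0.10 without IL6 replicate 1 and 0.75 without IL6 replicate 2. Called members numbered 2, 1 and 0, and with an estimated correlation none of the 3 tests passed (adjusted p 0.375 each). Fry passed for OSM (0.0397) and not for LIF (0.112) or IL6 (0.199), the OSM and LIF calls were lost without a filter (adjusted p 0.0574 each), and the OSM call was lost with DESeq2 (0.107). Cd68 had 54 to 125 counts. Macrophages in the cultures are an unlikely source, because 7 of their abundant transcripts (C1qa, C1qb, C1qc, Tyrobp, Lyz2, Ptprc and Csf1r) together had at most 10 counts in any library. Of 10 endothelial markers 4 were tested, with medians of 0.48 for OSM (adjusted p 0.0718; fry 0.0311), 0.32 for LIF (0.0974) and 0.15 for IL6 (0.431), which fell to 0.32, 0.14 and 0.031 without control replicate 1 and were at most 0.75 and 0.59 for OSM and LIF without control replicate 2, and 0.29 for IL6 without IL6 replicate 2. Which cells transcribe these few markers was not tested.

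Car3 departs from the pattern of OSM exceeding LIF. It changed by −2.28 with LIF and by −0.60 with OSM (SE 0.14, adjusted p 0.00777), and the direct difference was 1.69 (SE 0.18, adjusted p 6.02e-05). No explanation was tested.

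Xist, the transcript of the inactive X chromosome, had 48088 to 60025 counts in every library, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 to 4 counts each. Over all 1548 Y-linked genes the counts summed to 136 to 234 per library, of which 135 to 233 lay in 2 genes, Gm47283 and Mid1-ps1, named after their values were seen, and 1 to 8 in the other 1546. Why these 2 genes have counts was not tested. Outside these 2 genes, high Xist with few Y-linked counts is the pattern of female cells, and every library shows it. No comparison of sexes can be made from these libraries. The counts do not show whether the replicates of a group are separate preparations or dishes of the same preparation, which the labels do not state.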
